# DNA Methylation Patterns in Rat Mammary Carcinomas Induced by Pre- and Post-Pubertal Irradiation

**DOI:** 10.1371/journal.pone.0164194

**Published:** 2016-10-06

**Authors:** Masaru Takabatake, Benjamin J. Blyth, Kazuhiro Daino, Tatsuhiko Imaoka, Mayumi Nishimura, Masahiro Fukushi, Yoshiya Shimada

## Abstract

Several lines of evidence indicate one’s age at exposure to radiation strongly modifies the risk of radiation-induced breast cancer. We previously reported that rat mammary carcinomas induced by pre- and post-pubertal irradiation have distinct gene expression patterns, but the changes underlying these differences have not yet been characterized. The aim of this investigation was to see if differences in CpG DNA methylation were responsible for the differences in gene expression between age at exposure groups observed in our previous study. DNA was obtained from the mammary carcinomas arising in female Sprague-Dawley rats that were either untreated or irradiated (γ-rays, 2 Gy) during the pre- or post-pubertal period (3 or 7 weeks old). The DNA methylation was analyzed using CpG island microarrays and the results compared to the gene expression data from the original study. Global DNA hypomethylation in tumors was accompanied by gene-specific hypermethylation, and occasionally, by unique tumor-specific patterns. We identified methylation-regulated gene expression candidates that distinguished the pre- and post-pubertal irradiation tumors, but these represented only 2 percent of the differentially expressed genes, suggesting that methylation is not a major or primary mechanism underlying the phenotypes. Functional analysis revealed that the candidate methylation-regulated genes were enriched for stem cell differentiation roles, which may be important in mammary cancer development and worth further investigation. However, the heterogeneity of human breast cancer means that the interpretation of molecular and phenotypic differences should be cautious, and take into account the co-variates such as hormone receptor status and cell-of-origin that may influence the associations.

## Introduction

Exposure to radiation, either accidentally or for medical reasons, is associated with an increased incidence of breast cancer [1, 2] and several lines of evidence have indicated that one’s age at exposure to radiation, particularly at young ages, strongly modifies the risk of breast cancer [3, 4]. An integrated computational-experimental study has shown that stem cells in the mammary gland increase self-renewal and de-differentiation after irradiation in the juvenile stage, while adult stem cells do not show increased the self-renewal [5]. However, understanding the basis of differences in cancer susceptibility with age at exposure is challenging, with human cancer also heavily influenced by individual differences such as lifestyle (e.g., diet and parity) and genetic factors [6]; whereas in animal models, such factors can be controlled to provide an opportunity to study the effects of age in isolation [7–10]. Rat mammary cancer is a useful model of human breast cancer, mimicking the pathogenesis and hormone receptor expression of human breast cancer [11]. We previously reported that rat mammary carcinomas induced by pre- and post-pubertal irradiation have distinct gene expression patterns and a different balance of hormone receptor status [12]. Although there were changes in gene expression between normal mammary gland and radiation-induced tumors that were in common between the two age groups, there was a much larger set of genes which were either up- or down-regulated in tumors after post-pubertal irradiation that were unchanged from normal levels in tumors arising after pre-pubertal irradiation (i.e. the pre-pubertal tumors showed a more normal-like gene expression profile). The genes which were differentially expressed between the age groups were included in many functional categories within broad groups such as: tissue organization and development; cell fate; cell-cell communication; and, responses to signals such as steroid hormones and inflammation. The radiation-induced tumors from both ages showed a pattern of genomic aberrations, particularly deletions [13], that are characteristic of radiation-induced cancers [14–18], but no differences that might explain the gene expression differences.

Changes in gene expression in normal tissues are regulated at several levels such as through DNA methylation; histone modifications and other chromatin marks; and, the activity of transcription factors, repressors and other DNA-binding proteins [19]. DNA methylation profiles vary with developmental stage in normal tissues, including in mammary glands [20, 21], and underlie the differentiation of cell lineages within a given tissue [22]. DNA methylation also mediates the silencing of genes during breast cancer development [23–28], where global DNA hypomethylation is often seen alongside site-specific hypermethylation of CpG islands in the regulatory elements of tumor suppressor genes [29]. Differences in gene expression in the rat mammary cancers that depend on the age-at-exposure could be related to a different cell-of-origin, age-related differences in a common cell-of-origin, or divergence during tumor development despite a common starting point. Understanding whether the age-specific gene expression changes are associated with distinct DNA methylation profiles could help to explain the basis of the differences.

Here, our previously reported set of rat mammary carcinomas induced by pre- or post-pubertal irradiation were re-examined for changes in genome-wide DNA methylation patterns. The results indicate that although all of the radiation-induced tumors show dramatic changes in DNA methylation from the underlying normal mammary tissue, there are changes in CpG island DNA methylation characteristic of the age at radiation exposure which correspond to previously identified differences in gene expression. However, most of the gene expression differences identified were not associated with significant changes in DNA methylation at nearby CpG islands, implying other regulatory mechanisms are responsible for the majority of the age-specific gene expression signature.

## Materials and Methods

### Tissue Samples

All tissues were taken from a previously reported animal experiment [12]. Briefly, pre- and post-pubertal (3 and 7 weeks old, respectively) female Sprague-Dawley rats (Jcl:SD, Clea Japan, Tokyo, Japan) were subjected to single whole-body γ irradiation at a dose of 2 Gy from a ^137^Cs source (Gammacell 40; Nordion International, Ontario, Canada) or were not treated. All rats were fed a standard laboratory animal diet (CE-2; Clea Japan) until 9 weeks of age and then switched to AIN-76A diet containing 23.5% corn oil (Clea Japan) to potentiate mammary tumor development. Each rat was palpated weekly to detect mammary tumors. Spontaneous mammary carcinomas were obtained from the non-irradiated rats. Detailed information of the mammary tumors and normal mammary tissues is shown in S1 Table. All animal experiments were approved by the Institutional Animal Care and Use Committee of the National Institute of Radiological Sciences (Approval Numbers 14B-239 and 17–1012). The hormonal status of radiation-induced mammary carcinomas was described in our previous study. Briefly, mammary carcinomas were mostly estrogen receptor (ER) positive after post-pubertal exposure, but ER negative after pre-pubertal exposure, while tumors were positive and negative for progesterone receptor (PR) expression in both groups (S1 Table).

### Whole-genome methylation analysis of CpG Islands

The method and the CpG island DNA methylation microarray data described here have been deposited in the Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo) under accession number GSE62383. Briefly, genomic DNA was isolated from tumor tissues by proteinase K digestion followed by phenol/chloroform extraction. After sonication to produce DNA fragments of 200–600 bp, the MethylMiner Methylated DNA Enrichment Kit (Life Technologies, Carlsbad, CA) was used to enrich methylated DNA from one half of the DNA sample while the other half acted as the reference DNA. Enriched and reference DNA fragments were fluorescently labeled using the Agilent Genomic DNA Labeling Kit (Agilent Technologies, Santa Clara, CA), before purification and competitive hybridization using the Agilent DNA Hybridization Kit (Agilent) for 40 h to a 105K rat CpG island microarray (Agilent, Design ID: 021332) covering 96% of regions (approximately 8,000 genes) that are annotated as CpG islands in the rat genome (Nov. 2004, Baylor 3.4/rn4). The fluorescence data extracted from the image of the scanned slides was analyzed using the Agilent Genomic Workbench software (version 6.5).

### Data analysis and selection strategy

In the analysis algorithm, the degree of enrichment (or de-enrichment) by the methylation-enrichment step was compared to the overall distribution of enrichment for probes of the same melting temperature to calculate the probability that the CpG island represented by each probe was methylated or unmethylated. This was expressed ultimately as the log of the odds ratio (probability of methylated/probability of unmethylated, hereafter: LogOdds), such that a LogOdds score of 0 is equally likely to be methylated/unmethylated, while large absolute values are increasingly likely to be methylated or unmethylated (positive values or negative values, respectively). To identify significant differences in DNA methylation, independent samples T-tests for the mean of the LogOdds between the various groups were performed probe-wise, with a further minimum difference in the mean LogOdds between the groups applied (to exclude significant yet trivial differences). Where multiple probes were annotated to a single gene, only a single significant probe was necessary to include the gene as a candidate. The various *P*-value and LogOdds minimum difference thresholds used in the analyses are shown in the results. Using the previously published gene expression data [12], available for 4/7 pre-pubertal tumors, 6/7 post-pubertal tumors and 3/3 normal mammary glands (publicly available via GEO accession number GSE22770, www.ncbi.nlm.nih.gov/geo), the mean difference in relative gene expression between the groups was also applied to select candidates where CpG island DNA methylation differences corresponded to functional changes in gene expression (no bias was applied for any assumed direction of the correlation between methylation and gene expression). Univariate ANOVA was used to model the effect of age-at-exposure (pre-pubertal versus post-pubertal) and/or PR status (positive versus negative) on the LogOdds scores for probes which were initially identified as having age-dependence, in order to detect interactions or co-variate effects. Functional analysis of candidate gene lists was performed using the GeneMANIA online tool (available at: http://www.genemania.org/), using a false discovery rate threshold of *P* < 0.05.

### Validation experiments of bisulfite DNA sequencing

Genomic DNA was modified with sodium bisulfate using Chemicon’s CpGenome Fast DNA Modification Kit (Merck Millipore) according to the manufacturer’s instructions. Bisulfite-modified DNA was amplified by PCR using an Epitaq Kit (Takara Bio, Otsu, Japan). The genomic region and primers used for bisulfite DNA sequencing are shown in S2 Table. Amplified DNA products were cloned using an Invitrogen TOPO Cloning Kit (Life Technologies) and at least 10 individual clones containing the products from each primer set were sequenced, to calculate the average methylation level across all of the CpG sites.

## Results

### DNA Methylation Profiles of Rat Mammary Carcinomas and Normal Mammary Glands

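DNA of 24 rat tissues was hybridized to 1 CpG island array each. There were 3 normal mammary glands, 7 carcinomas of rats irradiated with 2 Gy at 3 weeks of age (IR-3W), 7 of rats irradiated with 2 Gy at 7 weeks (IR-7W) and 7 spontaneous carcinomas. The Cy5 channel held DNA enriched with a methyl-CpG binding protein, and the Cy3 channel held unenriched DNA of the same sample. The authors deposited the scanner output, in which the signals had been background-subtracted, spatially detrended and multiplied by a linear dye factor. Each array held 93024 non-control probes of 45 to 60 bp placed on the rn4 assembly, of which 89403 lay on autosomes. The Cy3 signal was well above background for 89.7% to 99.1% of the probes of an array, and the Cy5 signal for 73.0% to 95.6%. The median share in Cy5 was 92.2% in the normal glands, 79.4% in IR-3W, 85.5% in IR-7W and 82.5% in the spontaneous tumors. The number of arrays limits the precision of each comparison. The log2 ratio of Cy5 over Cy3 was centered on the median of each array, which removes any shift shared by all probes of an array. The LogOdds of the study is not among the deposited values and was rebuilt. A mixture of normal distributions with an unmethylated and a methylated mode was fitted to the log2 ratios of each array, and the log10 of the ratio of their tail probabilities was taken, limited to 16 in either direction. The study compared probes of the same melting temperature, which was not repeated here, so the rebuilt LogOdds values are not those of the study. The arrays lay on 12 slides and were scanned on 6 days. All 3 normal glands were scanned on 1 day together with 1 spontaneous tumor, so tissue and scan day are nearly confounded. The files do not pair the probes with genes, and probes are given by position.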

Genome-wide DNA methylation analysis at CpG islands was carried out on rat mammary carcinomas from three groups (pre-pubertal irradiation, IR-3W, *n* = 7; post-pubertal irradiation, IR-7W, *n* = 7; spontaneous, *n* = 7) plus a small set of normal mammary gland tissues (*n* = 3) to indicate a baseline methylation level for the purposes of identifying global methylation trends in the tumors. 

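The mean rebuilt LogOdds over all probes was -4.73 ± 1.16 (SD, n = 3) in the normal mammary glands and -3.15 ± 1.11 (SD, n = 21) in the tumors. The tumors were higher by 1.58 (two-sided exact permutation test over all choices of 3 of the 24 arrays, p = 0.0292). Without normal gland 2, which had the lowest mean, the difference was 0.93 (exact permutation p = 0.257). With the SDs of both fitted modes set equal on all arrays it was 0.58 (exact permutation p = 0.308). On the median-centered log2 ratios, 21182 probes differed between tumors and normal glands at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 9762 of them higher and 11420 lower in tumors. With the rebuilt LogOdds 25688 probes differed, 24977 higher and 711 lower. The count on log2 ratios was 9649 without normal gland 2 and 9741 without normal gland 3. With slide as a block it was 17 and with scan day as a block 688, and both of these rest almost entirely on the 1 tumor that shared a slide and a day with normal glands. The largest increases on log2 ratios were at A_45_P21494104 on chromosome 8 from 59106663 to 59106717 (difference 2.95, SE 0.47, adjusted p = 0.000229) and at A_45_P09543673 on chromosome 14 from 35482532 to 35482578 (difference 2.81, SE 0.51, adjusted p = 0.000494). The largest decreases were at A_45_P01912608 on chromosome 2 from 147753229 to 147753275 (mean 0.75 in normal glands and -1.26 in tumors, SE of the difference 0.42, adjusted p = 0.00148) and at A_45_P12309902 on chromosome 20 from 46669364 to 46669408 (difference -1.91, SE 0.31, adjusted p = 0.000247). At each of these probes all 21 tumors lay beyond all normal glands, and the rebuilt LogOdds differed in the same direction.

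**Figure D1:**
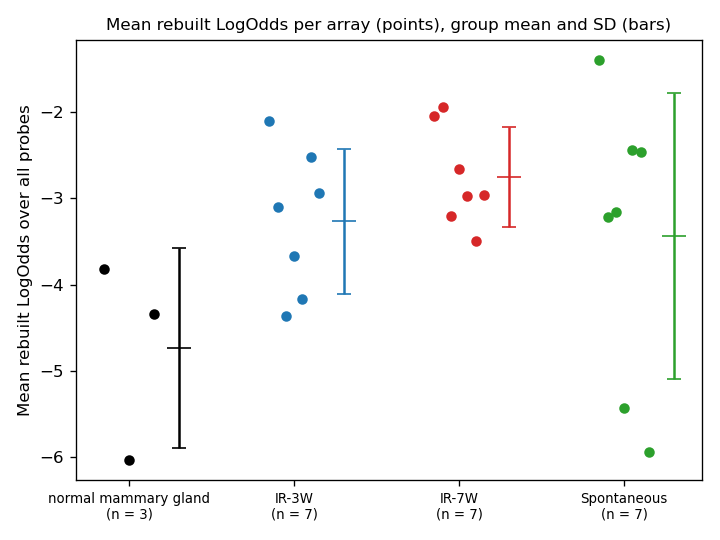
Mean rebuilt LogOdds over all probes of each array (vertical axis, log10 units) by tissue group (horizontal axis), with the group mean and SD beside the points. The normal glands lie between -6.03 and -3.82 and the tumors between -5.93 and -1.39, so that the groups overlap.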

Examination of DNA methylation in the whole set of 21 mammary tumors compared to normal mammary gland tissue revealed a general loss of methylation across the whole population of CpG island probes, consistent with the global hypomethylation frequently observed in cancer (Fig 1A) [30, 31]. However, the demethylation was not uniform across the genome, with genomic regions that showed the lowest DNA methylation levels in normal mammary tissue experiencing further loss of methylation (Fig 1B), while the half of 1 MB genomic regions with the highest baseline levels of methylation showed little change. 

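The rebuilt LogOdds was averaged in 2135 windows of 1 Mb, which were ranked by the mean of the 4 groups and parted at the median rank. In the less methylated windows it was -4.81 ± 1.16 (SD, n = 21) in tumors and -6.24 ± 1.04 (SD, n = 3) in normal glands, a difference of 1.43 (two-sided exact permutation p = 0.0504). In the more methylated windows it was -1.33 ± 0.946 (SD, n = 21) in tumors and -2.93 ± 1.16 (SD, n = 3) in normal glands, a difference of 1.60 (exact permutation p = 0.0148). The contrast between both sets of windows differed by -0.174 between tumors and normal glands, which is within the spread between arrays (exact permutation p = 0.423). The contrast changed sign with the ranking. It was 0.383 with the windows ranked by the normal glands alone (exact permutation p = 0.0583). Ranked by the tumors alone it was -0.323 (exact permutation p = 0.187). Ranking by 1 of the compared groups itself helps to set the sign, so these values do not show a direction. Ranked by normal glands 1, 2 and 3 in turn it was 0.148, 0.464 and 0.303 (exact permutation p = 0.534, 0.0514 and 0.194). On the median-centered log2 ratios the tumors differed from normal glands by -0.014 in the less methylated windows (exact permutation p = 0.544) and by 0.17 in the more methylated windows (exact permutation p = 0.153). From the shift of the LogOdds differences in Fig 1A and the ranked intervals in Fig 1B, the paper concludes that tumors lost methylation, mostly in regions of low methylation. It gives LINE1 repeat elements as further evidence of a global loss.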

The trend towards global hypomethylation in rat mammary carcinomas was also observed in LINE1 repeat elements (S1 Fig).

**Fig 1:**
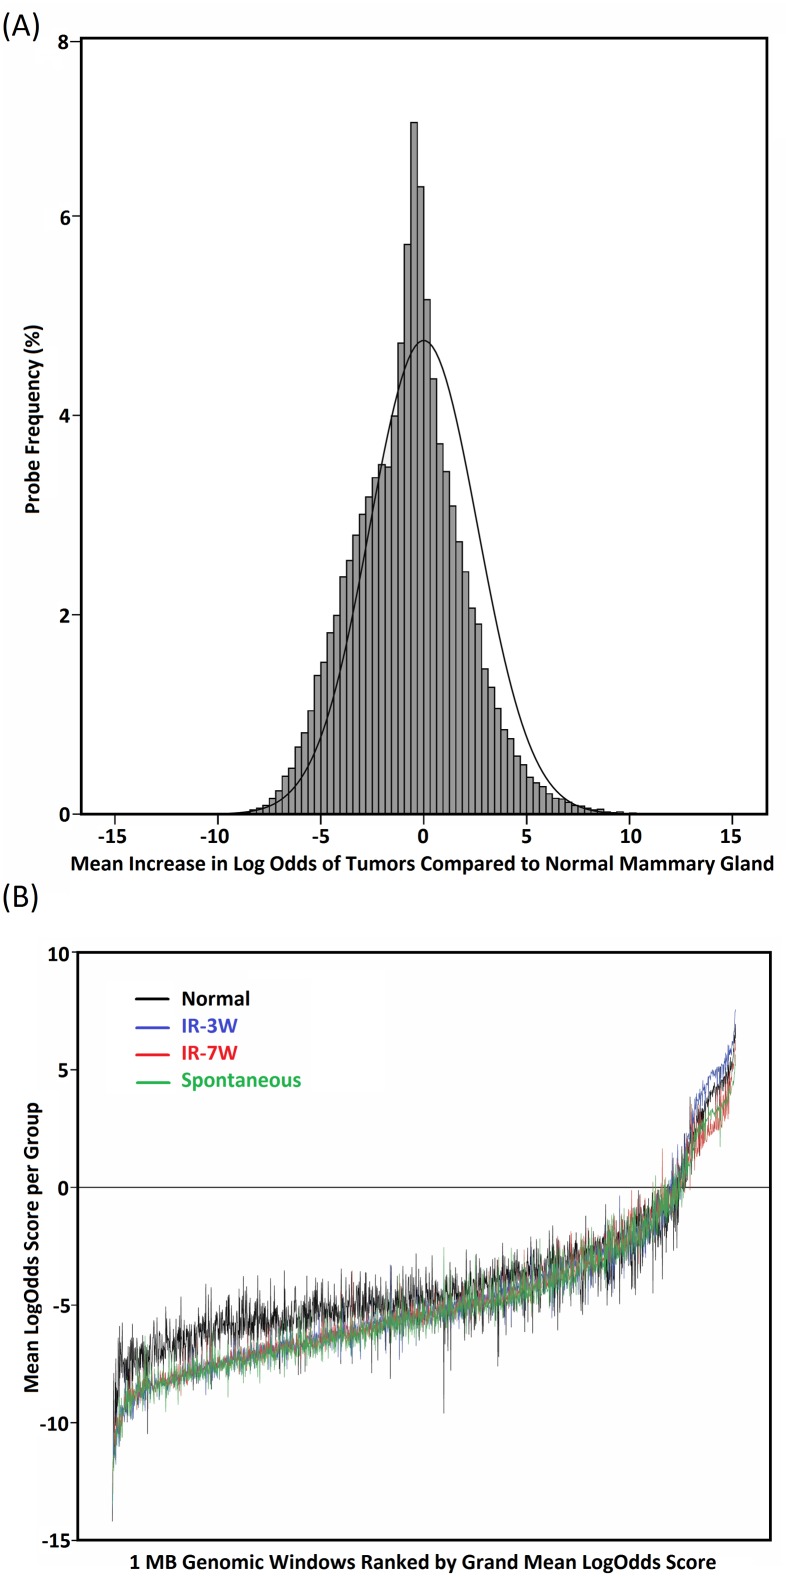
Distribution of differences of DNA methylation between normal mammary glands and mammary carcinomas. (A) Frequency histogram of the mean difference in LogOdds between the normal tissues (*n* = 3) and all of the mammary tumors (*n* = 21), where positive numbers indicate the frequency of probes with tumor hypermethylation, zero shows probes with no change, and negative numbers show tumor hypomethylation. The curve shows a simulated normal distribution (mean = 0, standard deviation = 2.5) with the same spread as the data, but centered on zero to indicate the null hypothesis of no global trend. The negative shift of the data shows the global trend towards tumor hypomethylation. (B) Changes in tumor DNA methylation levels by genomic regions. The mean LogOdds for the pre-pubertal (IR-3W, blue), post-pubertal (IR-7W, red) and spontaneous (green) tumors and for the normal mammary glands (black) are shown averaged across all probes within 1 MB intervals across the genome, with the genomic regions sorted by the grand mean LogOdds score (from less methylated genomic regions on the left through to the most densely methylated regions on the right). Tumor hypomethylation was not randomly distributed throughout the genome, with greater decreases in the tumors observed on the left in the less methylated genomic regions, with little to no difference in the regions with higher methylation levels in normal mammary glands.

There were specific tumors which exhibited unique methylation patterns (Fig 2), with one tumor showing markedly increased DNA methylation on all chromosomes in genomic regions with high baseline methylation in normal mammary tissue, and another with dramatic demethylation only affecting the X chromosome. These might be explained by tumor-specific mutations in methylation control pathways and non-disjunction of activated/inactivated X chromosomes [32], respectively.

**Fig 2:**
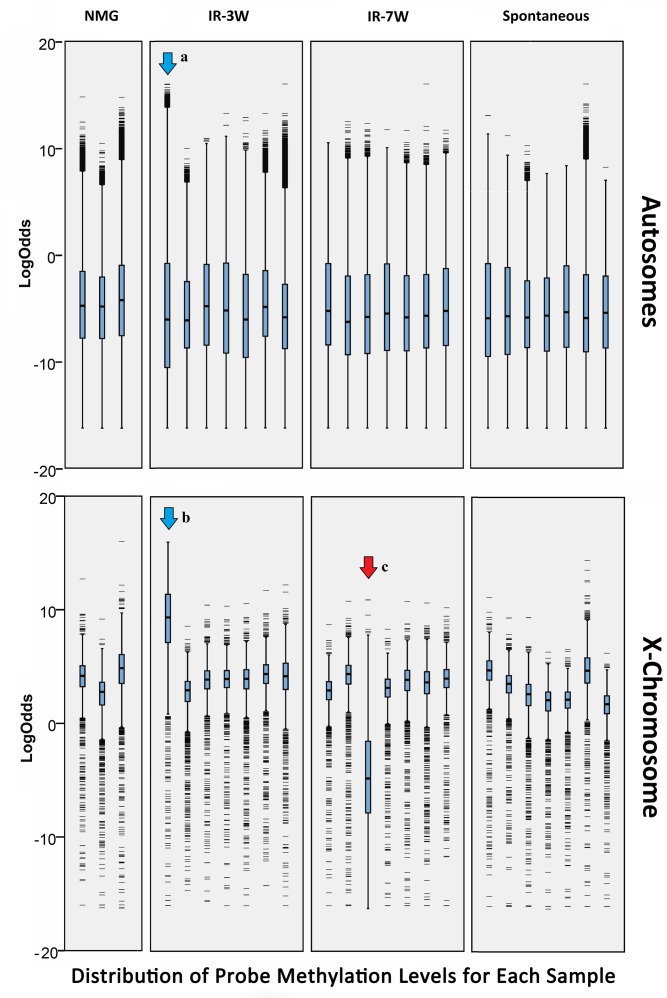
Global DNA methylation patterns unique to specific tumors. The distribution of LogOdds scores for all probes are shown as box plots for each sample, pooled for all the autosomes (top panel) and only the X chromosome (bottom panel). For autosomes, the DNA methylation scores have a very wide spread, where the rare heavily-methylated CpG islands can be seen as the outliers (thin black bars). In one pre-pubertal tumor (IR-3W, blue arrow, a), although the bulk of CpG island probes are similar to the other tumors, the population of heavily-methylated CpG islands show much higher methylation scores. For the X-chromosomes, the majority of all CpG island probes show a more uniform highly-methylated state, with less methylated probes only present as outliers. The same pre-pubertal tumor as before now shows the increased methylation of highly methylated regions affecting the bulk of the probes (blue arrow, b) suggesting aberrant regulation of methylation specifically affecting highly-methylated CpG islands. In contrast, one post-pubertal tumor (IR-7W, red arrow, c) shows a decrease in methylation affecting all of the probes on the X-chromosome, despite showing no change in the autosomes.

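In IR-3W tumor 1 the 95th percentile of the autosomal log2 ratios was 5.82, and in the other 6 tumors of the group it lay between 3.36 and 3.76. Dixon's ratio of the gap to the range was 0.838, above the 95% critical value of 0.568. On the rebuilt LogOdds, for which the spread of each array sets the scale, the 95th percentile of this tumor was 8.06 and Dixon's ratio was 0.159.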

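The median log2 ratio of the 2494 X-chromosome probes, centered on autosomal probes, was 4.96 in IR-3W tumor 1 and between 2.56 and 3.02 in the other tumors of the group, with a Dixon's ratio of 0.810. The median rebuilt LogOdds of the same probes was 5.98, with a Dixon's ratio of 0.322, which did not reach the critical value.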

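In IR-7W tumor 3 the median rebuilt LogOdds of the X-chromosome probes was -3.27, and in the other tumors of the group it lay between 3.11 and 5.20, with a Dixon's ratio of 0.753. The median log2 ratio of these probes was 0.22, against 2.42 to 3.20 in the other IR-7W tumors. The autosomal median rebuilt LogOdds of this tumor was -3.85, within the IR-7W range of -4.83 to -3.05. In its unenriched DNA the Cy3 signal of X-chromosome probes relative to autosomal probes differed from the mean of the normal glands by -0.67 on the log2 scale, and the other 23 arrays lay between -0.019 and 0.23. For the decrease on the X chromosome the paper proposes non-disjunction of activated or inactivated X chromosomes.

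**Figure D2:**
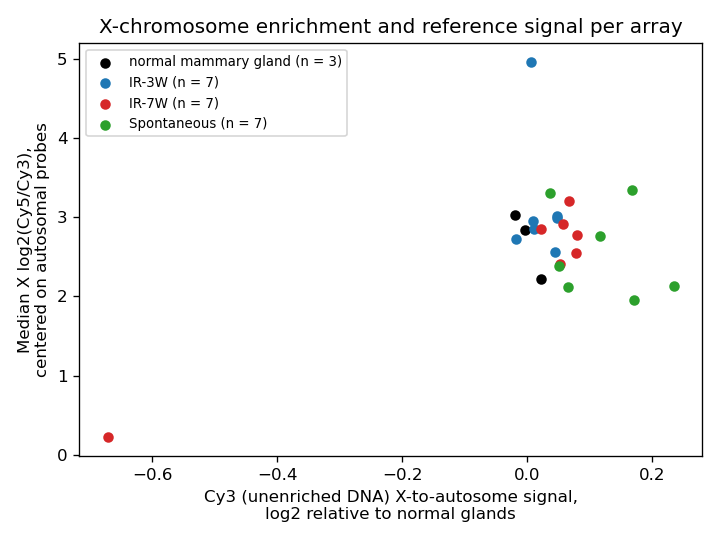
Median log2 ratio of X-chromosome probes centered on autosomal probes (vertical axis) against the Cy3 X-to-autosome signal relative to the normal glands (horizontal axis, log2). Each point is 1 array, and IR-7W tumor 3 lies apart from all others at the lower left.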

Since such a large proportion of CpG islands across the genome showed decreased methylation levels, and these were correlated with large-scale chromatin regions, it was difficult to select from the large set of genes with altered methylation levels a set of candidate genes which were specifically de-methylated in rat mammary carcinomas. Yet, despite the overwhelming trend towards loss of methylation, some CpG islands were observed to have significantly increased DNA methylation in tumors compared to normal mammary tissue (13.6% of those with significant differences, *P* < 0.001), and many of the genes associated with these CpG islands (selecting the quartile with the largest increases in LogOdds scores) were found to have >2-fold changes in gene expression levels (S2 Fig). These genes which went against the global trend are more likely candidates for cancer-specific epigenetic regulation of gene expression. 

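On the rebuilt LogOdds, 12012 probes differed between tumors and normal glands at an unadjusted p under 0.001 (limma), and 99.5% of them were higher in tumors (11947 higher and 65 lower). On the median-centered log2 ratios 10513 probes passed the same threshold, and 36.3% of them were higher in tumors (3817 higher and 6696 lower). Without equal variances on the rebuilt LogOdds the share was 57.6%. Without normal gland 2 the number of probes on the rebuilt LogOdds was 2819, and without normal gland 3 it was 7157. The gene expression that the study compared with these probes was not analysed here.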

The 44 genes with tumor-specific hypermethylation and gene expression changes >2-fold were enriched for cellular differentiation, development and transcription factor activity (S3 Table).

### Differences of DNA Methylation between Mammary Carcinomas Induced by Pre- and Post-Pubertal Exposure

Next, specific differences in DNA methylation patterns between mammary carcinomas induced by pre- or post-pubertal exposure were examined. 

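The mean rebuilt LogOdds over all probes was -3.26 ± 0.839 (SD, n = 7) in IR-3W, -2.75 ± 0.581 (SD, n = 7) in IR-7W and -3.43 ± 1.66 (SD, n = 7) in spontaneous tumors. With the mixture fitted to each array, none of the pairs of groups differed by more than the spread between tumors in two-sided exact permutation tests over all splits of 7 against 7. The difference of IR-7W minus IR-3W was 0.515 (exact permutation p = 0.200). Spontaneous minus IR-3W was -0.170 (exact permutation p = 0.809), and it was 0.066 with the median over probes in place of the mean (exact permutation p = 0.900) and 1.32 with the SDs of the fitted modes common to all arrays, a form chosen after the results had been seen (exact permutation p = 0.0221). Spontaneous minus IR-7W was -0.684 (exact permutation p = 0.339). With scan day as a block and exact permutation over the arrangements within days, the differences were 0.440 (240 arrangements, p = 0.317), 0.689 (24 arrangements, p = 0.292) and -0.212 (72 arrangements, p = 0.806) in the same order.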

Compared to the very distinct DNA methylation profiles in all tumors compared to normal mammary tissue, the methylation profiles in tumors arising in the three groups (pre-pubertal, post-pubertal and spontaneous) were very similar, with mean differences in methylation scores across all probes centered on zero (data not shown). However, there was still a group of genes which showed large, statistically significant changes (*P* < 0.005) between the two age-at-exposure groups (*n* = 223, Fig 3), and which had previously shown >2-fold differences in mean gene expression (*n* = 30). 

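Between the IR-3W and IR-7W tumors, 0 probes differed on log2 ratios at an adjusted p under 0.05, with limma or without its moderation of the variances. The smallest adjusted p was 0.109. With each tumor left out in turn 0 to 82 probes passed, the highest number without IR-7W tumor 7. At an unadjusted p under 0.05 there were 6040 probes, and at an unadjusted p under 0.005 there were 1121, of which 900 were higher and 221 lower in IR-7W. Chance alone would give about 465 probes at an unadjusted p under 0.005. With slide as a block 324 passed that threshold, and with scan day as a block 871. The slide block compares the ages only on slides 1, 5, 11 and 12, which each held 1 tumor of each age. On the rebuilt LogOdds 916 probes in 437 runs of probes at most 1000 bp apart had an unadjusted p under 0.005 and a difference over 3, with 886 higher and 30 lower in IR-7W. With slide as a block 1038 probes passed both thresholds, and with scan day as a block 791. After adjustment 203 probes passed (limma), a number that ranged from 0 to 604 with each tumor left out in turn and was 0 with slide or scan day as a block. Runs of probes are not genes, and a difference of 3 on the rebuilt scale is not the same as on the scale of the study.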

The LogOdds for CpG islands using the DNA methylation array were shown to be correlated with the DNA methylation level as assessed by bisulfite-sequencing using 4 different genes spanning a wide-range of methylation levels; and, comparison of the CpG island methylation levels measured here and the previously published gene expression levels showed that the candidate methylation-regulated genes exhibited different strengths and direction of the correlation consistent with the variable role of methylation in overall transcriptional control (S1 Fig).

**Fig 3:**
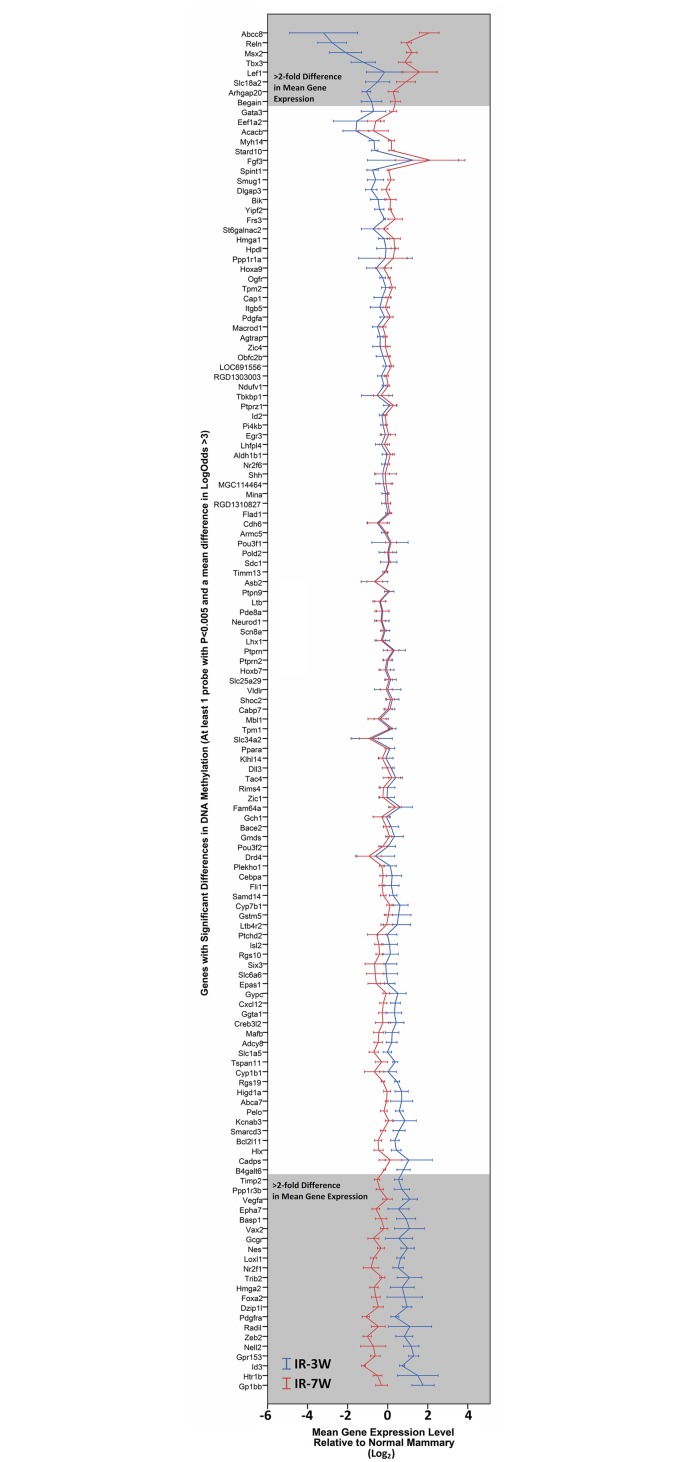
Gene expression levels by age at irradiation for candidate genes with age-specific DNA methylation. The mean gene expression levels (± standard error) in pre-pubertal (IR-3W, *n* = 4) and post-pubertal (IR-7W, *n* = 6) tumors are shown for the 223 genes which were selected as candidates showing age-specific DNA methylation (*P* < 0.005, mean LogOdds difference >3). The 30 genes which showed >2-fold changes in gene expression are shown within the grey boxed areas at the top (increased expression in post-pubertal tumors) and bottom of the plot (decreased expression in post-pubertal tumors).

However, these genes represented only 2% of the all of the genes which had >2-fold differences in mean gene expression (30/1593) between pre- and post-pubertal tumors. 

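Without IR-3W tumor 1, 1452 probes had an unadjusted p under 0.005 between the ages at irradiation on log2 ratios (limma), and 1219 probes passed both thresholds on the rebuilt LogOdds. Both numbers were larger than with this tumor. On log2 ratios no probe passed after adjustment, with or without it.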

Parallel analysis excluding the single tumor with marked hypermethylation across the genome confirmed that the statistical significance threshold used was already sufficient to exclude changes which might have been due to large changes in this single sample.

Given that the balance of hormone receptor status of the tumors was known to be different between the two age-at-exposure groups, a univariate ANOVA including both PR status and age-at-exposure was conducted on these candidate genes to identify whether the DNA methylation differences were associated only with the irradiation age, only with the PR status, or both. 

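Age at irradiation and PR status were fitted together by limma to all probes past the age thresholds on the rebuilt LogOdds, because the probes of the candidate genes could not be told from the files. In IR-3W 2 tumors were PR positive and 5 PR negative, and in IR-7W 5 were positive and 2 negative. PR status had an unadjusted p under 0.05 at 60 of the probes, and at 0 after adjustment over the probes tested. All of the probes had an unadjusted p under 0.05 for age, for which they had been selected on the same arrays. Without IR-7W tumor 6, which leaves 1 PR negative tumor in IR-7W, the number with a PR effect was 144.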

Since none of the tumors arising after irradiation at 7 weeks of age were ER negative, it was not possible to separate the effects of age and ER status. 

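In IR-3W 2 tumors were ER positive and 5 ER negative, and in IR-7W all 7 were positive. Among the ER positive tumors alone 352 probes had an unadjusted p under 0.005 for age on log2 ratios (limma), and 0 passed adjustment. Chance alone would give about 465, so this count shows no effect of age.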

All significant probes for the 30 candidate genes were significant only with age, except for *Epha7* (1/4 significant probes), *Timp2* (4/6 significant probes), and *Reln* (1/1 significant probe) which had probes that were significant for both age and PR status. 

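Of the probes past the age thresholds on the rebuilt LogOdds, 118 had an interaction of age and PR status at an unadjusted p under 0.05 (limma), and 0 after adjustment over the probes tested. The PR negative tumors of IR-7W were tumors 5 and 6 alone. The number was 359 without tumor 5, with 125 past adjustment, and 12 without tumor 6, and in each case the 1 remaining PR negative tumor is assumed to vary like the other tumors.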

None of the candidate probes showed a significant interaction between age and PR.

Functional analysis revealed that the 30 candidate genes were enriched for stem cell differentiation roles, with seven of the genes in this category (*Foxa2*, *Hmga2*, *Lef1*, *Msx2*, *Pdgfra*, *Tbx3*, *Zeb2*) plus *Vegfa* also invoking additional gene ontology terms such as stem cell proliferation, branching morphogenesis, transcription factor regulation and muscle development (Fig 4 and S3 Table). The remaining genes were not enriched in any functional categories.

**Fig 4:**
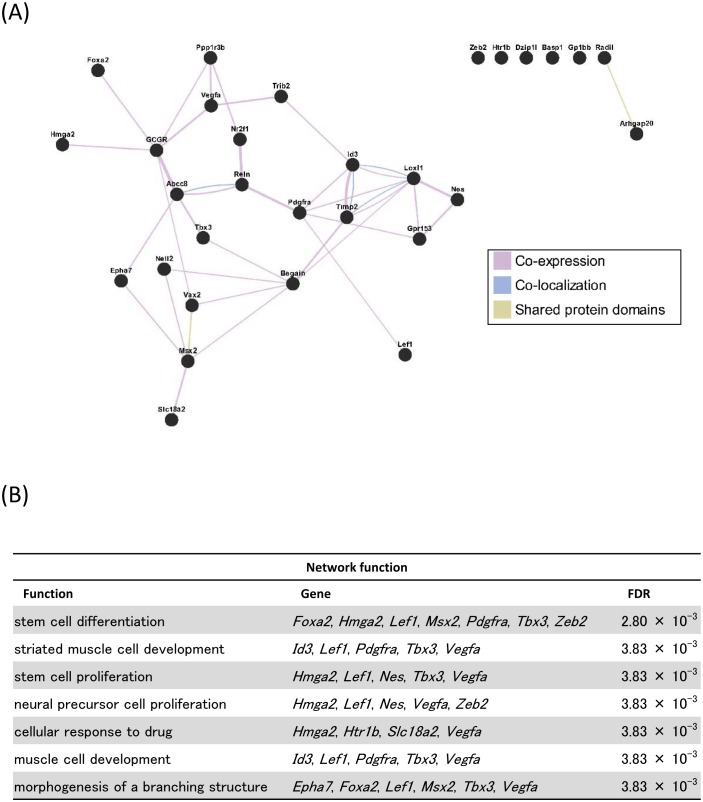
Functional analysis for genes with differential expression and methylation between mammary carcinomas induced by pre- and post-pubertal irradiation. (A) Interaction network between the 30 genes that were differentially expressed and methylated depending on age at exposure, with connections based on co-expression, co-localization or shared protein domains with increasing line thickness for stronger relationships. (B) Biological functions significantly enriched (False Discovery Rate, FDR < 0.05) within the 30 candidate genes, with the constituent genes listed. Most functional annotations rely on a sub-set of 7–8 common genes all within the stem cell differentiation class. Additional redundant and nested functions have been omitted for clarity.

## Discussion

Largely, the mammary carcinomas showed global hypomethylation of genomic regions with low methylation in normal mammary tissue, a finding similar to that seen in human breast cancer, which has been shown to correlate with chromatin regions defined by histone modifications. The global DNA hypomethylation was observed across all of the spontaneous and radiation-induced carcinomas; however, there was a set of 44 genes which showed highly significant tumor-specific increases in DNA methylation (with changes in gene expression) that were enriched for cellular differentiation, development and transcription factor activity. This is consistent with the idea of global demethylation coupled with specific hypermethylation of genes which are important in establishing or maintaining tumor growth [33, 34].

Our selection criteria for age-specific methylation was chosen to limit the list to those genes with clear and large differences in the methylation levels for at least one CpG island probe, where we might expect the CpG island to have switched from methylated-to-unmethylated or vice versa [35]. At this level, 13.5% of the methylation candidates (30/223) also showed more than 2-fold differences in gene expression. Relaxing the methylation criteria increased the number of differentially-methylated candidate genes, but decreased the proportion of candidates with corresponding differences in gene expression, suggesting that our threshold was able isolate methylation differences with functional impact at the gene expression level.

Our hypothesis was that the set of genes which were differentially expressed between the tumors arising after pre- or post-pubertal irradiation might be the result of differing DNA methylation that might have existing in the cell of origin prior to tumor initiation, or that might have arisen in the changing microenvironment during puberty. The fact that only 2% of the genes with gene expression differences between the age groups were in our list of differentially-methylated genes suggests that DNA methylation is not a good explanation for the bulk of the observed differences. At the most relaxed DNA methylation criteria for the difference in the mean methylation levels between the 3 week and 7 week groups (*P* < 0.05), the expanded candidate list would still only have covered less than 10% of the >2-fold gene expression differences. Together, these data suggest that other regulatory mechanisms such as microRNA, chromatin and histone changes, transcription factor binding etc. might underlie the differences in the tumor phenotypes. 

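At an unadjusted p under 0.05 with no minimum difference, 7918 probes in 3451 runs of probes differed between IR-3W and IR-7W on the rebuilt LogOdds (limma), 7400 of them higher and 518 lower in IR-7W.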

So far, no obvious candidate signaling or transcription factors have been identified based on the relationships between the differentially expressed genes.

One of the difficulties in the analysis of both the gene expression and the methylation data is the different balance of hormone receptor status between the groups. Our multivariate analysis did not suggest that PR expression was responsible for or interacting with the DNA methylation levels of the genes in our final candidate list. However, we were not able to perform a similar analysis on other markers that might define various tumor subtypes, such as ER status or the potential cell of origin based on gene expression signature analysis. In order to establish these candidate DNA methylation differences as *bona fide* age-at-exposure depend changes will require analysis of larger sets of tumors where the various co-variate factors can be assessed in parallel.

The 30 genes that were in the final list of candidates consisted of 8 genes which were classified within multiple, overlapping gene ontology terms which were significantly enriched (stem cell differentiation/proliferation; morphogenesis of epithelial tubes/branching structures) while the remaining majority of the genes were not part of enriched gene ontology categories. It is possible that the differentially-methylated genes are related in a non-functional sense, i.e. they may share common genomic position or association with chromatin marks; however, even with our strict criteria the list may include false-positive changes that do not represent genuine age-related differences. One possible example is *Htr1b* which has been identified in previous breast cancer gene expression studies, but later shown to be a consequence of variable expression from the stromal population within a tumor sample [36]. Alternatively, these may be genuine DNA methylation differences between tumors induced by irradiation at different ages, but they may be secondary to another tumor trait that differs between the groups such as their tumor stage or metastatic potential. Future validation of these genes in independent sets of tumors, and in other mammary carcinoma models (mouse or human) would lend weight to their association with age at exposure. The *Foxa2*, *Msx2*, and *Zeb2* transcription factors are known to play a role in the epithelial-to-mesenchymal transition [37, 38] and *Reln* is known to be epigenetically regulated and correlates with prognostic factors in human breast cancer [39]. In addition, *Id3* and *Timp2* are associated with breast cancer metastasis [40, 41] and mammary gland differentiation [42, 43]. Furthermore, it has been reported that some of these genes (e.g. *Foxa2* and *Msx2*) are able to change gene expression patterns in human cancer [44, 45]. Thus, the genes with differential methylation-regulated gene expression include genes with important and relevant roles for cancer development and which might contribute to changes in gene expression of other genes that are not controlled by DNA methylation. However, the significance of this subset of genes and their secondary effects on the larger age-at-exposure gene signature are still unclear. Here, we have shown that rat mammary carcinomas induced by radiation exposure show the global DNA hypomethylation that is a common feature of human cancers including breast cancer, and that a set of specifically hypermethylated genes can also be identified which may point to their importance in mammary cancer development. Yet, the results also suggest that DNA methylation is not a likely mechanism underlying the differences in gene expression previously observed between tumors arising after pre- or post-pubertal irradiation, although a small number of candidates related to differentiation and morphogenesis may be worth further investigation to identify their role. Underlying molecular differences in mammary carcinomas induced by irradiation at different ages may help to reveal the mechanisms which mediate age-related radiation-induced breast cancer risk. However, the heterogeneity of human breast cancer means that the interpretation of molecular and phenotypic differences should be cautious, and take into account the co-variates that may influence the association with any one factor.

## Supporting Information

S1 Fig Comparison of DNA Methylation Array Data across Platforms. (DOCX) Click here for additional data file.

S2 Fig Gene expression levels compared to normal mammary glands for candidate genes with tumor-specific DNA methylation. The mean gene expression levels (± standard error) in normal mammary gland (*n* = 3) and radiation-induced (*n* = 10) tumors are shown for the genes which were selected as candidates showing significant differential DNA methylation (*P* < 0.001, mean LogOdds difference >6). The 44 genes which showed >2-fold changes in gene expression are shown within the grey boxed areas at the top (increased expression in radiation-induced tumors) and bottom of the plot (decreased expression in radiation-induced tumors).
(TIF) Click here for additional data file.

S1 Table Detailed information of normal tissues and mammary tumors analyzed in the present study. (XLS) Click here for additional data file.

S2 Table Primer sets for bisulfite sequencing. (XLS) Click here for additional data file.

S3 Table List of genes used by GeneMANIA and its molecular functions. (XLS) Click here for additional data file.

# Supplementary material for: DNA Methylation Patterns in Rat Mammary Carcinomas Induced by Pre- and Post-Pubertal Irradiation
**Source:** PLoS One. 2016 Oct 6;11(10):e0164194. doi: 10.1371/journal.pone.0164194
**Supplement:** S1 Fig

**Methylation: Array vs Bisulfite Sequencing**

**(B)**

**Global Methylation: Array vs LINE1**

**(A)**

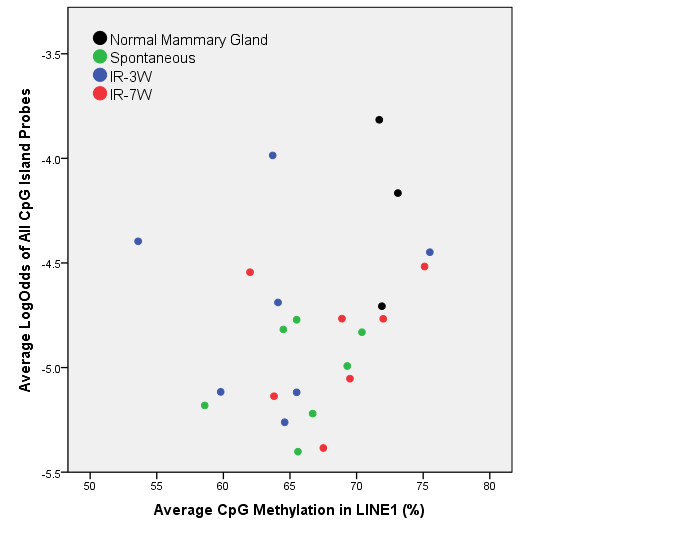

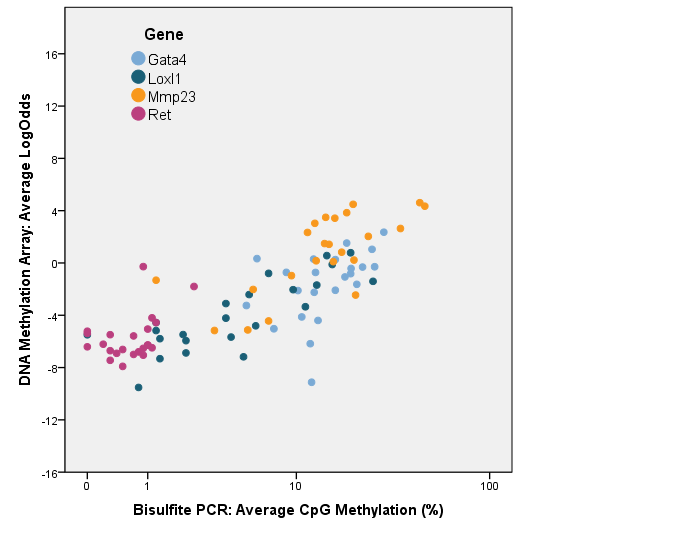

(B) To validate the analysed data from the DNA methylation array, the CpG islands from four genes were also assessed by bisulfite-sequencing. The data show that individually and collectively, the LogOdds closely reflects the degree of CpG island methylation.

(A) The LINE1 repeat element is frequently used as a surrogate for global methylation as it is present in thousands of copies throughout the genome. Plotting the average LogOdds for all CpG island probes (as a point-measurement of global methylation) against the average CpG methylation in LINE1 (18 CpG in a 387 bp PCR fragment) using bisulfite-sequencing shows that while an association is present and the demethylation in tumors can be seen with both measures, that much information is lost when compressing genome-wide methylation patterns into a single summary value.

**(C)**

**2**

**Correlations between DNA Methylation vs Previously Published Gene Expression Data**

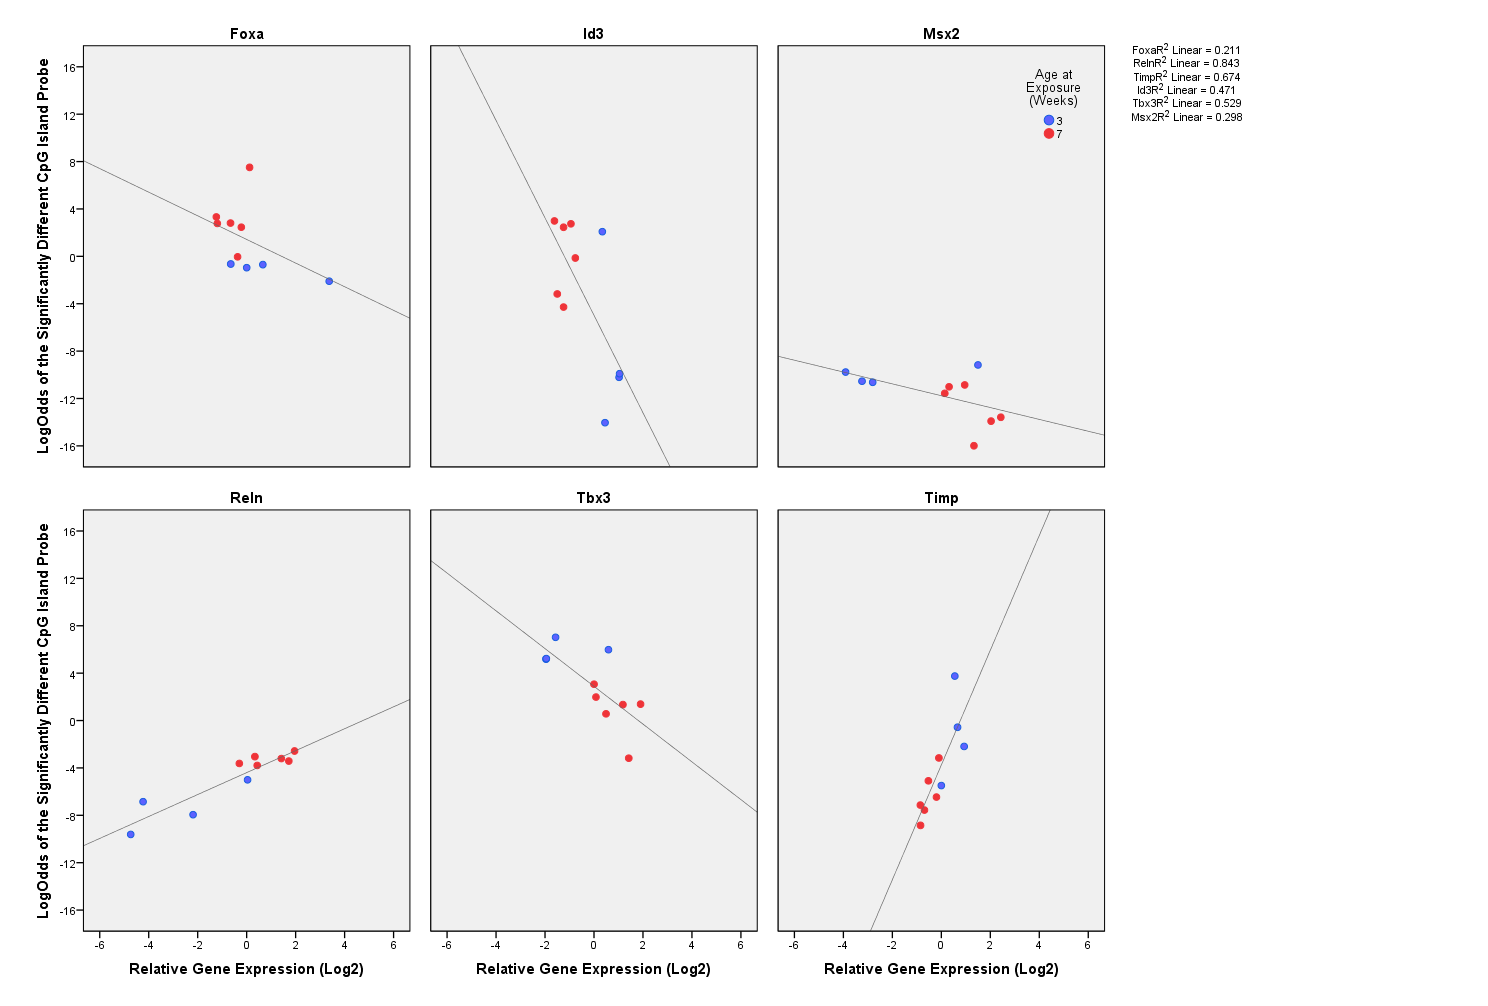

**2**

**R^2^ = 0.47**

**R^2^ = 0.67**

**R^2^ = 0.53**

**R^2^ = 0.84**

**R^2^ = 0.21**

**R^2^ = 0.30**

(C) To demonstrate the various relationships between the CpG island methylation and the levels of gene expression, the correlation between the methylation array and the previously published gene expression array data is shown for six of the candidate genes with differences with age at exposure. The lines show linear regressions between the LogOdds and the Log_2_ gene expression to highlight the varying strength and directions of the relationships (R^2^ values for each are shown), which likely depend on the regulatory mechanisms of each gene. Increased DNA methylation of CpG islands can result in increased gene expression (e.g. by preventing the expression of competing transcripts, preventing the binding of repressors).

How the deposited data were processed for this re-analysis (not part of the article)

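DNA methylation at CpG islands was measured in 3 normal mammary glands and 21 mammary carcinomas of rats, on 1 dual-channel array per sample. The spot intensity values deposited in the scanner files came from Agilent Feature Extraction 10.7.3.1, with which the authors subtracted background, corrected spatial trends and applied a linear dye normalization, and 0 arrays had a lowess normalization. The log10 ratios that the authors deposited in the scanner files equalled the ratio of the processed signals within 0.0001 for 97.9% to 99.6% of the probes of an array. The deposited series matrix holds log2 ratios of 91897 probes, equal to the scanner ratios within 0.001 for 97.9% to 99.6% of the probes of an array, and served as an alternative.

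The log2 ratio of the processed signals was centered on the median of each array, and spots marked as outliers (0 to 35 per array) were left out. The correlation between any pair of arrays lay between 0.755 and 0.956, and no array was a copy of another. The LogOdds was rebuilt with a mixture fitted to each array by expectation maximization (tolerance 1e-08). Natural log was planned first. The change to log10 and the limit at 16 followed the axis of Fig 2, and were made after the array values had been read and before any groups were compared. In all 7 forms of the LogOdds were computed. The form with common SDs of the modes and the form with 1 mixture for all arrays were chosen after the direction of the tumor difference had been seen, and the latter is nearly a common transform of the log2 ratio. The methylated mode of normal gland 2 and of spontaneous tumors 4 and 7 was narrow (SD 0.54, 0.49 and 0.46), which lowers their LogOdds.

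Probes were tested with limma 3.58.1 in R 4.3.3 with Benjamini-Hochberg adjustment over the probes tested, using only the arrays compared. Means per array were compared by two-sided exact permutation tests. Single samples were compared with the others of a group of 7 by Dixon's test. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used. The limma step was tested on simulated data of 93024 probes with 200 changed by 4 SD. On log2 ratios it recovered 187 for tumors against normal glands with 11 false calls, and 185 for the ages at irradiation with 14. On the rebuilt LogOdds it recovered 188 with 10 false calls and 193 with 6. On 3 simulated arrays the mixture fit missed the mean or SD of the methylated mode by at most 0.013 log2 units.

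The comparisons, samples and most alternatives were chosen before the data were examined. The plan was to count genes and to name the 3 genes with the largest difference in each direction. Gene annotation of the rn4 assembly was not used here, so probes and runs of probes at most 1000 bp apart were counted, and the 2 probes with the largest difference in each direction among those past the adjusted threshold were named. Normexp background correction with an offset of 50 used median spot signals, since the files hold no mean signals. The age and PR model used all probes past the age thresholds. The alternatives were other measures, normalizations, probe filters, blocks for slide, scan day, replicate number and rat, other tests and thresholds, other forms of the LogOdds, and each array left out in turn. The gene lists of S3 Table, gene expression and bisulfite sequencing were not analysed here.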

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

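The tests of low Cy5 signal and of a swap of labels among the arrays were chosen after the result had been seen. Dixon's test was applied to 27 combinations of a measure and a tumor group, and 6 held a tumor far from the others, where chance gives about 1 in 20. They concern 2 tumors.

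IR-7W tumor 3 lay far from the other IR-7W tumors on the X chromosome, with a median rebuilt LogOdds of -3.27, a mean of -2.88 and a median log2 ratio of 0.22. Its unenriched Cy3 DNA, on which the paper does not report, also stood apart. The X-to-autosome signal was -0.65 on the log2 scale, or -0.67 relative to the normal glands, and 62.8% of their signal. Of 441 tumor chromosome medians of the Cy3 signal, 6 lay outside the gland range of -0.11 to 0.18. Array noise is argued against for the X chromosome of this tumor, which at -0.67 lay outside by more than that range. The next lowest, chromosome 6 of IR-7W tumor 6 at -0.32, lay outside by less, and its cause was not tested. Loss of 1 X chromosome predicted a Cy3 signal below that of every other array, and -0.67 is consistent with it, although a loss in all cells would give a fall of 1. A swap of labels among the 24 arrays is argued against as the source of the pattern, because the other 23 arrays had median X-chromosome log2 ratios of 1.96 to 4.96. A mislabelled sample from outside these arrays cannot be told apart from this, since the autosomal correlation with the other IR-7W tumors was 0.927, the lowest of the group but near their range of 0.929 to 0.951. Which X chromosome such a loss would concern, and any cause in the age at irradiation, were not tested.

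IR-3W tumor 1 lay far from the other IR-3W tumors, with a median X-chromosome log2 ratio of 4.96 and an autosomal 95th percentile of 5.82. Dixon's test was not passed by its rebuilt LogOdds. A Cy5 signal below that of every other array is argued against. In Cy5, 6 arrays had a lower share of probes above background than this tumor (79.4%), down to 73.0%. A Cy5 signal low relative to its own Cy3 was not tested and stays open, with median spot signals of 73 in Cy5 and 154 in Cy3. A candidate explanation is a stronger enrichment of methylated DNA in the assay. The autosomal log2 ratios of this tumor were a stretch of the mean of the other tumors with a slope of 1.56, where the other 20 tumors had slopes of 0.763 to 1.12, and the correlation with that mean was 0.941, within the range of 0.909 to 0.963 of the others. A true gain of methylation at highly methylated CpG islands, for which the paper proposes altered regulation of methylation, could give the same stretch and stays open.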

How the results depend on the processing

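The scan-day blocks on the rebuilt LogOdds and the alternative forms of the LogOdds were chosen after the array values had been read, and the scan-day blocks for the mean differences between tumor groups and the forms with common SDs and with 1 mixture after the results themselves had been seen. Where a result changed below, the cause was not tested unless stated. Natural log alone multiplies the LogOdds by a constant. Beyond that unit, values with natural log below differ only through the limit at 16, which more probes then reach, and through the fixed minimum of 3.

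The number of probes that differed between tumors and normal glands on log2 ratios stayed within 1.5 times under 14 of 17 alternatives. It was 17 with slide as a block, 688 with scan day as a block, which leave almost only 1 tumor to compare with the glands, and 1449 on the LogOdds with common SDs. With each array left out it ranged from 9649 to 22779. On the rebuilt LogOdds at an unadjusted p under 0.001 the number was 4770 with slide as a block, 975 with scan day as a block, 4734 with Welch's correction, 25688 at an adjusted p under 0.05 and 1670 with common SDs, and 2819 to 14045 with each array left out.

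The share of those probes higher in tumors was 96.3% with scan day as a block, 99.3% with the methods' test, 57.6% with Welch's correction, 97.2% at an adjusted p under 0.05, 99.8% with posterior odds, 99.7% with the mixture fitted within probe lengths, 86.6% with common SDs and 94.5% with natural log. It reversed to 36.3% on log2 ratios and to 40.1% with 1 mixture for all arrays. With each array left out it was 99.0% to 99.97%.

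Between the ages at irradiation, 0 probes passed adjustment on log2 ratios, and 2 did with all 24 arrays in the fit. On the LogOdds 203 passed, 200 with posterior odds, 194 with no limit and 327 with natural log. With each tumor left out 0 to 82 passed on log2 ratios, the highest without IR-7W tumor 7. At an unadjusted p under 0.005 the number was 470 with normexp, 324 with slide as a block, 352 in ER positive tumors, where fewer samples were tested, 2047 on the LogOdds, 2083 with posterior odds, 2043 with no limit and 2295 with natural log, and 810 to 1452 with each tumor left out. Chance alone would give about 465 at this threshold.

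The number of probes past the study's thresholds on the rebuilt LogOdds was 609 with Welch's correction, 470 with posterior odds, 605 within probe lengths, 483 with 1 mixture and 2275 with natural log. By the construction of the thresholds it was 7918 at an unadjusted p under 0.05 and 2047 at 0.005 without the minimum, and 182 with adjustment. It ranged from 693 to 1336 with each tumor left out. After adjustment 0 probes passed with slide as a block, with scan day as a block, with the methods' test, with Welch's correction, on log2 ratios, with 1 tumor per rat, within probe lengths, with common SDs or with 1 mixture. With all 24 arrays in the fit 1 passed and with natural log 327, and 0 to 604 passed with each tumor left out.

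The replicate block, with the replicate numbers as a term, gave 19039 probes for tumors against normal glands on log2 ratios, and 12446 on the LogOdds with a share of 99.92%. For the ages it gave 0 adjusted and 902 unadjusted on log2 ratios, and 924 past the study's thresholds on the LogOdds with 0 after adjustment. Over 30 pairs of arrays of different groups with the same number the median correlation was 0.013, and 0.015 over the other 180, so the numbers do not pair the samples. Arrays of different groups on the same slide had a median correlation of 0.265 over 7 pairs, 5 of them over 0.1, and 0.011 over the other 203 pairs.

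For the age and PR model, an age effect was found at 757 to 916 probes and a PR effect at 42 to 144 with each tumor left out. The interaction was found at 74 probes with the methods' model, at 204 on log2 ratios, and at 12 to 359 with each tumor left out, where both ends leave 1 PR negative tumor in IR-7W, assumed to vary like the other tumors.

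The difference in mean LogOdds was 0.58 with common SDs and 0.27 with 1 mixture, and 0.93 to 2.04 with each array left out, the lowest without normal gland 2. The regional contrast reversed to 0.383 when ranked by the normal glands and was -0.323 when ranked by the tumors. The ranking group itself helps to set these signs. With cross-fit ranking, by 1 gland in turn, the contrast reversed to 0.305. It was -0.847 with natural log (exact permutation p = 0.0287), a value shaped by the limit. With no limit it was -0.165 (exact permutation p = 0.456), and the log base then changes only the unit. With each array left out it was -0.226 to -0.117.

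For the X chromosome, IR-3W tumor 1 minus the mean of the other 6 tumors of its group was 3.84 within probe lengths, 6.30 with common SDs and 6.29 with 1 mixture, against 2.48 in the LogOdds reported. For IR-7W tumor 3 the same difference was -2.56 on log2 ratios and -5.97 with posterior odds, against -7.05. With natural log they were 5.72 and -16.2, a change of unit alone.

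Between tumor groups, IR-7W minus IR-3W reversed to -0.102 with 1 mixture. Spontaneous minus IR-3W reversed to 0.066 with the median, 1.32 with common SDs (exact permutation p = 0.0221), 0.202 with natural log and 0.689 with scan day as a block (exact permutation within days, p = 0.292). Spontaneous minus IR-7W reversed to 0.345 with common SDs. With each tumor left out they were 0.332 to 0.708, -0.510 to 0.247 and -1.02 to -0.268.

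The restriction to 80893 probes with Cy3 well above background on every array left both log2 counts within 1.5 times. Alternatives for named genes, gene annotation, the gene lists of S3 Table and all probes of the 30 genes were not run, since probes could not be assigned to genes. The alternative of rebuilding the LogOdds coincides with the values reported.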

Differences from the paper's values

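The paper's share of probes higher in tumors among those with a significant difference is 13.6%, and the share on the rebuilt LogOdds was 99.5%. None of the alternatives chosen before the data were examined came within 1.5 times of the paper's value. The log2 ratios gave 36.3%, Welch's correction gave 57.6%, and the others gave at least 97.2%.

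The X-chromosome median LogOdds of IR-3W tumor 1 is about 9.3 in Fig 2, read by eye, and was 5.98 on the rebuilt LogOdds. For IR-7W tumor 3 it is about -4.8 in Fig 2, read by eye, and was -3.27. The lowest autosomal median of a normal gland is about -4.8 in Fig 2, read by eye, and was -6.54. The highest is about -4.2 in Fig 2, read by eye, and was -4.85, within the spread of the glands. The SD of the differences between tumors and normal glands was 2.01, within 1.5 times of the paper's 2.5.

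In a comparison of the other forms of the LogOdds with Fig 2, chosen after the values had been seen, the mixture fitted within probe lengths came within the spread between samples for IR-3W tumor 1 (8.80) and for the lowest gland (-5.10), but gave -1.95 for IR-7W tumor 3. In the same comparison, also chosen after the values had been seen, common SDs gave 9.82, -3.71 and -5.59 for IR-3W tumor 1, IR-7W tumor 3 and the lowest gland, of which the last came within the spread. With 1 mixture for all arrays, in this comparison chosen after the values had been seen, they were 9.86, -3.73 and -4.48. Both of these forms lay nearer to Fig 2 at each of these medians than the LogOdds reported. Their shares of significant probes higher in tumors were 86.6% with common SDs and 40.1% with 1 mixture. Their mean differences were 0.58 (exact permutation p = 0.308) and 0.27 (exact permutation p = 0.176).

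The paper states that tumors lost methylation over the probes as a whole, and here the mean rebuilt LogOdds was higher in tumors by 1.58. The paper also reports lower methylation of LINE1 elements in tumors by bisulfite sequencing, which was not analysed here. Centering each array removes any shift shared by all its probes, so a loss of that kind could not be seen here. The paper states that the loss was greater in regions of low methylation, and here both sets of windows were higher in tumors, with a contrast of -0.174 (exact permutation p = 0.423). The paper states that no candidate probe had an interaction of age and PR status. Here 118 of 916 probes, which are not the probes of the study, had one at an unadjusted p under 0.05 (limma), and 0 after adjustment.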

Other observations

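For the higher mean LogOdds in tumors and the share of probes higher in tumors, the tests of the spread of the fitted modes and of the scan day of the normal glands were chosen after the result had been seen, and so were the splits within scan days. Tests of a lower mean in tumors had been planned, and that pattern was not found.

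The higher mean rebuilt LogOdds in tumors may come from the spread of the modes fitted to each array, since with common SDs the exact permutation p was 0.308. For the share of significant probes higher in tumors the spread of the modes cannot be told apart from other causes. With common SDs the number of significant probes fell from 12012 to 1670 and the share was 86.6%, but 5 of 100 splits gave as many probes, the real one included, and 4 of these 5 had a share at least as one-sided in either direction, too few to settle it. With 1 mixture for all arrays, nearly a common transform of the log2 ratio, the share was 40.1%. On log2 ratios, with no fit, it was 36.3%. Most significant probes were thus higher in tumors only where modes were fitted to each array. Scan day cannot be told apart from tissue. The 1 tumor scanned with the normal glands, spontaneous tumor 3, had a mean of -3.15, above all 3 glands, but a single array excludes nothing. A difference between tumor and normal tissue stays open, and these values do not give its direction.

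Chance in the grouping of the arrays was excluded for tumors against normal glands, because only 1 of 100 splits, the real one, gave as many probes past the adjusted threshold on log2 ratios, and only 1 of 100 gave as many at an unadjusted p under 0.001 on the rebuilt LogOdds. Scan day stays open for both. For the ages at irradiation, chance could not be excluded for the probes at an unadjusted p under 0.005 on log2 ratios, because 9 of 100 splits gave as many. For the probes past both thresholds on the rebuilt LogOdds 4 of 100 splits did, just under the limit of 5. Their number was 916, and it was 1038 with slide as a block and 791 with scan day as a block. No probe passed adjustment with either block, so that the exclusion of chance is borderline.

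For the age probes on log2 ratios, IR-3W tumor 1 as the whole cause is argued against, since 1452 probes passed without it. Scan day cannot be told apart as the cause. With scan day as a block 871 passed, and 4 of 100 splits of the tumors within scan days gave as many, just under the limit of 5, but with slide as a block 324 passed, and the slides lie within scan days. For the probes past both thresholds on the rebuilt LogOdds 791 passed with scan day as a block, and 3 of 100 splits within scan days gave as many. With slide as a block 1038 passed, against 916 without a block, so the fall on log2 ratios was not seen there. The slide block rests only on the slides with a tumor of each age, so neither count settles an effect of slide.

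A likeness of tumors of the same rat was neither shown nor excluded, since there were only 2 pairs. After removal of the group mean, which itself lowers the correlations within a group, those over probes were -0.145 and -0.269 for the 2 pairs, and the other 61 pairs within tumor groups had a median of -0.176 and reached 0.392. The correlation within rats that limma estimated over 10000 probes was 0.0895 for tumors against normal glands and 0.1005 for the ages at irradiation.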
